A study of Torulaspora delbrueckii with 17 samples.

How the data were processed

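Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in the budding yeast Torulaspora delbrueckii. Chromatin was precipitated through a MYC tag on Orc1, a subunit of the origin recognition complex, or through a V5 tag on Kos3, a member of the Sir1-related family of silencing proteins. Per the labels' protocols, cells were grown in YPD, cross-linked with formaldehyde and sonicated, and libraries were made with the Takara ThruPlex kit. The 17 samples comprised 2 input libraries of genomic DNA and 15 immunoprecipitation libraries, each with 1 deposited peak list. The series describes the libraries of a pair as technical replicates, so that a spread between the libraries of 1 strain is a technical one. The 2 wild-type Orc1 libraries came from different strains, without and with the Kos3-V5 tag per the labels, and the 2 orc1P179A libraries of each immunoprecipitation came from 2 strains. The kos3 group had 1 library and no replicate.

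Each deposited list held peaks called for 1 library, and no pooled list was used. The lists had the column layout that the MACS peak caller writes; the caller, its version, the aligner, the read filters and the threshold were not stated per the labels. For each peak the deposited file gave a position, a summit, a fold enrichment (a linear ratio of the immunoprecipitate over background), a −log10 p-value and a −log10 q-value, and an integer score that equalled 10 times the −log10 q-value, apart from rounding. All of these values are the authors'. A fold is the peak's own value and was used to describe, rank or filter peaks within its list; regions found in both lists of a pair were ranked by the mean of their 2 folds. The lowest −log10 q in any deposited list was 1.31, a q-value of 0.0493, so that peaks below that threshold were not analysed here. Peak names in every deposited list held the word subsample, which points to a read subsampling step before the call that the labels do not describe. Per the file names, 1 input library served the first wild-type Orc1 library and the sir2 and kos3 libraries, and the other served the remaining libraries; for these the peak names give another input number than the file names. In 3 deposited lists the peak names carried another replicate number than the label; groups and replicate numbers were taken from the labels. No peak list of the input libraries was analysed here, and no background in them is reported.

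Peak lists hold no read counts, so the depth of each library is unknown, and no value below could be adjusted for it. The number of peaks, from 33 to 726 per list and 5717 in all, sets the precision of counts and shares, and intervals cover counting error only.

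Coordinates were written 1-based. Gene positions came from a table of 5174 genes of assembly ASM24337v1. The lists name chromosomes by RefSeq entries whose order matched that assembly, and the match was checked on the data. For each of the 8 chromosomes, summits with a −log10 q of at least 10 from the wild-type Orc1 lists lay outside genes most often when the genes of the same chromosome were used, from 68.8% to 87.3%, against at most 62.1% with the genes of another chromosome. No chromosome lengths were used; the largest peak or gene end served as the end of a chromosome, and the distance to a chromosome end is therefore a lower bound.

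Peaks of 1 list that overlapped or touched were to be merged to regions; 0 did, so a region is a deposited peak. Regions of different libraries were shared if they overlapped by at least 1 bp. Wild-type regions were those found in both wild-type libraries of an immunoprecipitation, spanning all linked regions of both lists. Regions were called gained if found in both libraries of a mutant group and in neither wild-type library of the same immunoprecipitation. A region was near a chromosome end if its midpoint lay within 20 kb. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.333, so groups were compared by values, means and SDs with no p-value. Tests were made over regions, which describe these libraries and are not replicates of a condition. Overlaps were tested against random placement of each region within its chromosome (exact Poisson-binomial test, one-sided), shares by Fisher's exact test (two-sided) and the share of summits outside genes by an exact binomial test (two-sided). The tests of 4 mutants were adjusted by the Benjamini-Hochberg method. Intervals of shares are Wilson 95% intervals.

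These choices, the groups, and the alternatives in the next sentence were fixed before the data were examined. The alternatives were thresholds of 5 and 10 on the −log10 q, 50% overlap of the shorter region or summits within 200 bp to call regions shared, the same number of regions from each library, each replicate left out, ratios within replicate numbers, joint shifts of all regions of a chromosome (10000 shifts, seed 7), 10 kb and 40 kb around chromosome ends, summits outside protein-coding genes, and removal of the rDNA. No mitochondrial chromosome was in the lists. Coding sequences within genes were not used here, and the span of protein-coding genes took their place. The removal of chromosome 8, the placement of gained regions outside wild-type regions and the rDNA, the covered length near chromosome ends and the rank by fold of chromosome 8 regions were added after the lists had been seen.

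The regions named were fixed by rule beforehand. They were the 5 wild-type regions with the highest mean fold for each protein, up to 5 wild-type regions with the highest wild-type fold that were missing from every library of a mutant group, the 3 gained regions of each set with the highest fold, HML and the rDNA, each with the genes that hold or flank the summit. HMR was not analysed here. Regions named outside this rule are said to have been chosen after their values were seen.

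The overlap code was tested on simulated data. In 200 sets of 62 regions placed at random against the wild-type Orc1 regions, 3.5% gave a p under 0.05, and of 20 regions planted on Orc1 regions in each set 100% were found. These regions were placed independently of each other, as in the exact test, so clustered regions were not simulated. The expected overlap was 4.73 regions by the exact calculation and 4.80 in simulation. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.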

Results

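Binding of Orc1 and Kos3 was mapped in wild-type Torulaspora delbrueckii and in 4 mutants. Orc1 marks replication origins in budding yeasts, and proteins of the Sir1 family help to establish silent chromatin. Orc1-MYC was precipitated in 2 wild-type libraries, 2 sir2 libraries, 1 kos3 library, 2 libraries with the orc1bah allele and 2 with the orc1P179A allele. Sir2 is a histone deacetylase, and both orc1 alleles concern the BAH domain, a nucleosome-binding module of Orc1. Kos3-V5 was precipitated in 2 wild-type, 2 orc1bah and 2 orc1P179A libraries. The comparisons address whether Orc1 and Kos3 occupy the same places and which of these places depend on Sir2, on Kos3 and on the BAH domain. Values are given as the mean ± SD of the libraries of a group (n = 2), except for kos3, where 1 library gave no SD.

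The lists of a pair overlapped in most regions. The mean share of regions of 1 library overlapped by the other was 84.8% in wild-type Orc1 and 90.1% in orc1bah Orc1, and 66.3% and 67.5% in the sir2 and orc1P179A Orc1 lists. For Kos3 it was 65.4% in wild type, 65.9% in orc1bah and 73.5% in orc1P179A. Of the alternatives, a −log10 q of at least 10 moved the last value most, to 23.7%. No 2 lists were identical.

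The number of regions per list was 304 ± 5.66 in wild-type Orc1, 299 in kos3, 266 ± 9.19 in orc1bah, 661 ± 14.1 in sir2 and 599.5 ± 98.3 in orc1P179A. The ratio to wild type was 0.984 for kos3, 0.873 for orc1bah, 2.17 for sir2 and 1.97 for orc1P179A. In the last 3 groups each library lay on one side of both wild-type libraries. Within the libraries called against the same input, the ratio was 2.20 for sir2 and 0.997 for kos3 against the first wild-type library, and 0.862 for orc1bah and 1.95 for orc1P179A against the second. Kos3 lists held 112 ± 9.90 regions in wild type, 41.5 ± 12.0 in orc1bah and 726 ± 0.707 in orc1P179A, giving ratios of 0.371 and 6.48.

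The excess in sir2 and orc1P179A lay on chromosome 8, which is 9.05% of the genome. It held 34 regions in each wild-type Orc1 list and 35 in kos3, 403 and 419 in sir2, and 300 and 446 in orc1P179A. In the Kos3 lists it held 12 and 19 regions in wild type and 688 and 679 in orc1P179A. Without chromosome 8, a setting chosen after the data were seen, all 3 ratios above 1 fell below it, to 0.926 for sir2 and 0.839 for orc1P179A in the Orc1 lists and to 0.435 for orc1P179A in the Kos3 lists. The remaining region numbers outside chromosome 8 were 270 ± 5.66 in wild-type Orc1, 250 ± 2.83 in sir2, 227 ± 4.95 in orc1P179A and 242 ± 8.49 in orc1bah; each mutant library lay below both wild-type libraries.

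**Figure D1:**
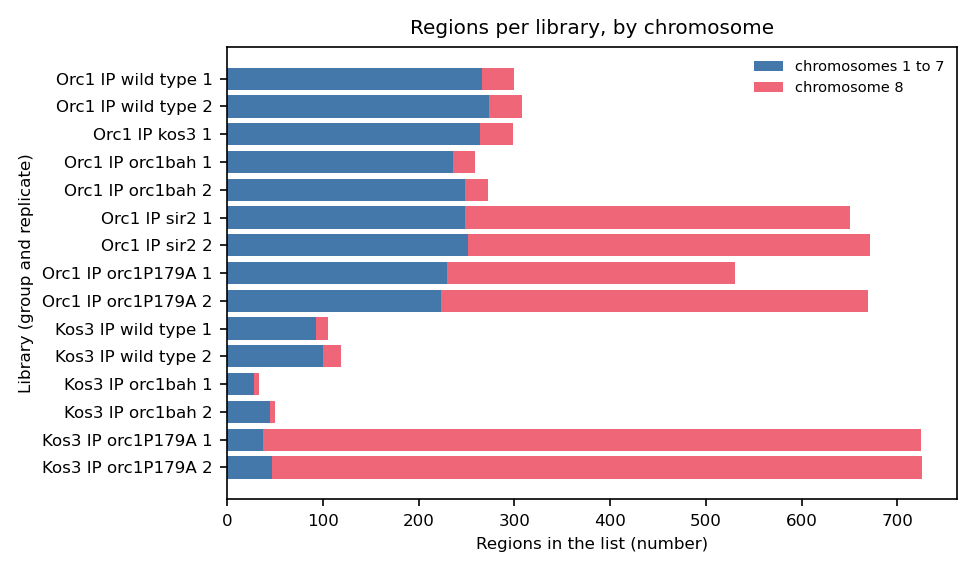
Number of regions in each deposited list (horizontal axis) for the 15 libraries, split into chromosome 8 and chromosomes 1 to 7. The 2 sir2 lists and the 4 orc1P179A lists hold from 300 to 688 regions on chromosome 8, and the other lists at most 35.

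These regions were spread along the chromosome left of the rDNA. Each of the 15 windows of 50 kb there held at least 10 summits in the 2 sir2 and 4 orc1P179A lists and at most 6 in the 9 other lists. The 25.3 kb right of the rDNA showed no such excess over wild type. They held 10 and 8 regions in sir2 and 8 and 11 in orc1P179A for Orc1, against 9 and 6 in wild type, and 7 and 8 in orc1P179A for Kos3, against 7 and 9. The mutant lists without the excess held fewer than these mutant lists, with 5 and 4 in orc1bah and 7 in kos3 for Orc1. For Kos3, orc1bah held 3 in each list. The median fold of the chromosome 8 regions was 2.17 and 2.35 in the sir2 lists, 2.1 and 2.14 in the orc1P179A Orc1 lists and 2.21 and 2.24 in the orc1P179A Kos3 lists. Wild-type Orc1 regions of chromosome 8 were then ranked by fold among those of other chromosomes within each Orc1 list, using up to 19 and 163 regions with a −log10 q of at least 10 and at least 40 kb from chromosome ends. This ranking was chosen after the data were seen. Above the median of the other chromosomes lay 15 of 17 and 14 of 17 regions in the sir2 lists, and 13 of 16 and 13 of 17 in the orc1P179A lists. In the other 5 lists the share lay from 36.8% to 47.4%. At the 15 regions of chromosome 8 found in every Orc1 list outside the rDNA, it was 93.3% and 86.7% in sir2, 86.7% in each orc1P179A list and from 40% to 53.3% in the other 5 lists.

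**Figure D2:**
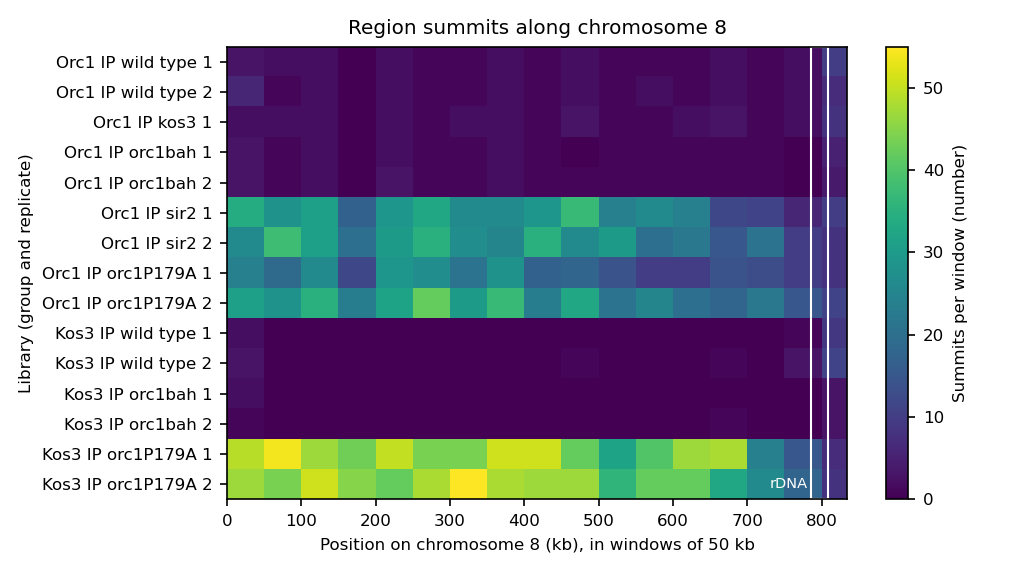
Summits per 50 kb window (colour) along chromosome 8 (horizontal axis, kb) for each of the 15 libraries; the white frame marks the rDNA. Windows left of the rDNA hold from 10 to 55 summits in the 2 sir2 and 4 orc1P179A lists and at most 6 in the other lists.

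In wild type, 235 regions were found in both Orc1 lists. Their summits lay outside annotated genes in 178 cases, 75.7%, against 20.7% of all bases (exact binomial test, two-sided, p = 7.16e-73). Leaving out 1 of the wild-type libraries moved this difference of 55.0 percentage points most, to 50.1. Of the 5 strongest regions, 2 lay at chromosome ends. These were chromosome 5, 1081742 to 1086941, with folds of 21.8 and 27.0 in the first and second library, beyond TDEL0E05770, and chromosome 2, 1 to 16933, with folds of 21.0 and 27.6 and the summit in TDEL0B00100. The other 3 lay on chromosome 2 between genes. One was at 871946 to 873085 between NDT80 and KRE33, with folds of 23.8 and 24.9. Another was at 465888 to 467104 between CYT1 and YNG1, with folds of 22.4 and 22.7. The last was at 1169912 to 1170820 between a tRNA gene and MRPL3, with folds of 22.4 and 21.7. All 5 were found, by an overlap of at least 1 bp, in every Orc1 list of the 4 mutants. The 2 at chromosome ends were covered over a shorter length there. Within 20 kb of the left end of chromosome 2, regions covered 9.01 and 18.8 kb in wild type and from 0.269 to 1.96 kb in the mutants. At the right end of chromosome 5 they covered 3.58 and 5.87 kb in wild type and from 2.00 to 2.59 kb in the mutants.

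In wild type, 62 regions were found in both Kos3 lists, and 56 of them, 90.3%, overlapped a wild-type Orc1 region, against 4.73 expected by random placement (exact Poisson-binomial test, one-sided, p = 1.29e-57). This share depended on which regions were compared. With the first wild-type library of each protein alone it was 61.9%, and with the second alone 91.6%. It was 87.6% for the first Kos3 list against the second Orc1 list, and 53.8% for the second Kos3 list against the first Orc1 list. The share was thus higher against the second Orc1 list, which came from the strain of both Kos3 lists. With both libraries kept and the same number of regions taken from each list, it was 59.3%, 35 of 59 regions. With summits within 200 bp it was 28.8%, still above random placement (exact test, one-sided, p = 3.43e-18). Of the Kos3 regions, 40 or 64.5% lay within 20 kb of a chromosome end, against 26 or 11.1% of the Orc1 regions (Fisher's exact test, two-sided, p = 8.21e-17). The difference of 53.5 percentage points fell to 36.3 with the second libraries alone. Linking joins neighbouring Orc1 regions to 1 span, and the single Orc1 lists held 17% and 25% of their regions near ends. The test counts regions, neighbours included, and not length. By length, within 20 kb of the ends of chromosomes 1 to 7, Orc1 covered 51.7 and 121 kb and Kos3 44.4 and 55.2 kb.

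The strongest Kos3 region lay on chromosome 5 at 72931 to 76639, with folds of 19.5 and 21.2 and the summit between a tRNA gene and TDEL0E00330. The next lay on chromosome 2 at 2390 to 7863, with folds of 17.9 and 20.5, between TDEL0B00100 and TDEL0B00110. The region at 1275565 to 1278494 on chromosome 3, with folds of 12.1 and 13.3, lay beside HMLALPHA1. The other 2 were on chromosome 7 at 34411 to 37776, with folds of 9.74 and 12.1, beside TDEL0G00190, and on chromosome 4 at 1192143 to 1195738, with folds of 9.19 and 10.4 and the summit in FRE4. Each of the 5 overlapped a wild-type Orc1 region. Of the 6 Kos3 regions that did not, 2 were in no Orc1 list of any group. These are named after their values were seen. They lay on chromosome 4 at 832971 to 833327 beside MAM3, with folds of 3.67 and 4.71, and on chromosome 6 at 369701 to 369995 between TDEL0F02020 and TDEL0F02030, with folds of 2.34 and 2.88.

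Most wild-type Orc1 regions were found in the mutants. The share was 92.8% ± 0.602 in sir2, 94.9% in kos3 (Wilson 95% interval 91.3% to 97.1%, 1 library), 89.1% ± 2.11 in orc1bah and 92.3% ± 0 in orc1P179A. Against the regions of the second wild-type library alone, the shares were 72.9%, 75.6%, 69.2% and 72.2%. Regions near chromosome ends were found in every library of a group less often than the others. In sir2 it was 19 of 26 against 197 of 209 (73.1% against 94.3%, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.00367), in kos3 20 against 203 (76.9% against 97.1%, adjusted p = 0.00243) and in orc1bah 18 against 188 (69.2% against 89.95%, adjusted p = 0.00899). In orc1P179A it was 21 against 192 (80.8% against 91.9%, same exact test, adjusted p = 0.0780), which did not pass 0.05. These differences were larger with 1 wild-type library. With the second alone they were −60.6 points in sir2, −62.8 in kos3, −58.9 in orc1bah and −51.9 in orc1P179A. With the first alone they were −37.2, −39.3, −35.6 and −29.3. Without chromosome 8 the orc1P179A difference passed, at 15 of 20 regions against 175 of 188 (exact test, adjusted p = 0.0186, range over the alternatives 0.00156 to 0.244). In sir2, the difference did not pass with a −log10 q of at least 5 or 10 (exact test, adjusted p = 0.0697 and 0.136, range over the alternatives 0.000220 to 0.136), and in kos3 with at least 10 (adjusted p = 0.0615, range 0.000839 to 0.0615). Whether the difference between places differed among the mutants was not tested.

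Missing from every library were 15 wild-type Orc1 regions in sir2, 12 in kos3, 22 in orc1bah and 14 in orc1P179A, and 5 were missing from all 4 mutants. Most had low wild-type folds, with medians from 2.65 to 2.83, against 9.13 to 9.28 for the regions found. The strongest one missing from sir2 and from orc1bah lay on chromosome 3 at 1050692 to 1051876, with folds of 7.50 and 12.5 and the summit in SLA2. Its neighbour at 1048410 to 1050212, between TDEL0C05800 and TDEL0C05810, with folds of 1.95 and 4.87, was missing from all 4 mutants. Also missing from all 4 mutants were regions on chromosome 1 at 1248 to 3286 beside TDEL0A00100, with folds of 2.15 and 3.81, and on chromosome 6 at 11 to 2125 with the summit in TDEL0F00100. Both orc1 mutants lacked the regions on chromosome 1 at 598790 to 599502 between UBA2 and IDH2, with folds of 3.22 and 4.14, and on chromosome 6 at 1002346 to 1003039 between TOP3 and TDEL0F05390, with folds of 3.62 and 2.82. The orc1bah libraries also lacked a region on chromosome 2 at 611185 to 611524 between TIM18 and RNH1. The kos3, sir2 and orc1bah libraries lacked a region on chromosome 6 at 6499 to 7525, which 1 of the 2 orc1P179A libraries had. The kos3 library lacked a region in FOX2 on chromosome 1 at 529322 to 529803. The sir2, orc1bah and orc1P179A libraries lacked regions beside and within the rDNA, given with that locus.

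The length covered near chromosome ends was summed over the 14 windows of 20 kb on chromosomes 1 to 7, 280 kb in all, a measure chosen after the data were seen. Wild-type Orc1 regions covered 51.7 kb in the first library and 121 kb in the second. The sir2 lists covered 20.3 ± 0.467 kb, kos3 26.2 kb, orc1bah 21.4 ± 0.812 kb and orc1P179A 24.5 ± 4.10 kb, and each mutant library lay below both wild-type libraries. The ratios to the wild-type mean were 0.234, 0.303, 0.247 and 0.283. The mean fold by length in these windows, given for each list on its own, was 12.1 and 12.2 in wild type, 8.24 and 8.86 in sir2, 7.85 in kos3, 7.09 and 8.80 in orc1bah, and 6.66 and 6.75 in orc1P179A. Within the libraries called against the same input, the ratio was 0.392 for sir2 and 0.507 for kos3, and 0.176 for orc1bah and 0.202 for orc1P179A. Kos3 regions covered 49.8 ± 7.65 kb in wild type, 8.57 ± 2.89 kb in orc1bah and 9.73 ± 0.428 kb in orc1P179A, ratios of 0.172 and 0.195. The mean fold by length within each list was 6.62 and 7.26 in wild type, 2.77 and 2.83 in orc1bah, and 2.47 and 2.34 in orc1P179A. With chromosome 8 included the ratio of Kos3 in orc1P179A was 0.422. More than 100 kb from the ends of chromosomes 1 to 7, the Orc1 lists covered 157 and 151 kb in wild type and from 134 to 166 kb in the mutants.

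**Figure D3:**
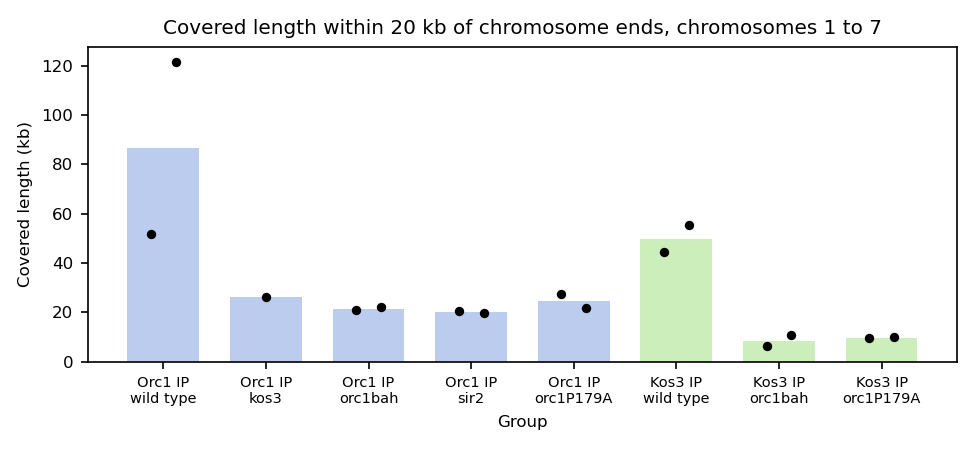
Covered length (kb) within 20 kb of the ends of chromosomes 1 to 7 by group; bars are means and points are libraries. Every mutant library lies below both wild-type libraries of the same protein, and the 2 wild-type Orc1 libraries lie at 51.7 and 121 kb.

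Wild-type Kos3 regions were found in orc1bah at 34.7% ± 3.42 and in orc1P179A at 43.5% ± 2.28. The value that moved most under an alternative was that of orc1bah, 67.3% of 26 regions when the same number of regions was taken from each library. Of the 62 regions, 18 were found in all 4 mutant Kos3 lists and 31 in none. The mean fold in wild type had a median of 8.0 among the first and 2.41 among the second. At the 18 regions found throughout, the covered length was 44.9 and 48.5 kb in the wild-type lists, 12.3 and 17.3 kb in orc1bah, and 16.8 and 16.1 kb in orc1P179A. The strongest Kos3 region missing from orc1bah was the one at SLA2 on chromosome 3, here 1050825 to 1051656, with folds of 4.90 and 6.98. Missing from both mutants were a region on chromosome 2 at 17 to 816, with folds of 3.45 and 5.11, and 4 regions on chromosome 5. Of these, 3 surround the strongest Kos3 region, at 70827 to 72189, at 77919 to 78461 and at 78494 to 79495, the last 2 between TDEL0E00340 and SIR1. The fourth lay at 58077 to 59099, beside TDEL0E00260.

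The silent mating-type locus HML holds HMLALPHA2 and HMLALPHA1 on chromosome 3, from 1273613 to 1275265. Within 5 kb on either side, wild-type Orc1 regions covered 6081 and 11203 bp. The strongest regions there had folds of 7.85 and 14.7 in the first and second list, with summits at 1276075 and 1276176 beside HMLALPHA1. The sir2 lists covered 1113 and 1153 bp and had no region at these summits. There, regions remained in the kos3, orc1bah and orc1P179A lists, which covered 2338 bp in kos3, 1611 and 1834 bp in orc1bah and 2042 and 1522 bp in orc1P179A. Another Orc1 region, with summits from 1270177 to 1270354, was found separately in each Orc1 list except the second wild-type list, where 1 region spanned both sites. Kos3 covered 5193 and 7196 bp in wild type, 434 and 978 bp in orc1bah and 977 and 1407 bp in orc1P179A. The strongest Kos3 summit lay from 1276067 to 1276094 in all 6 lists.

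**Figure D4:**
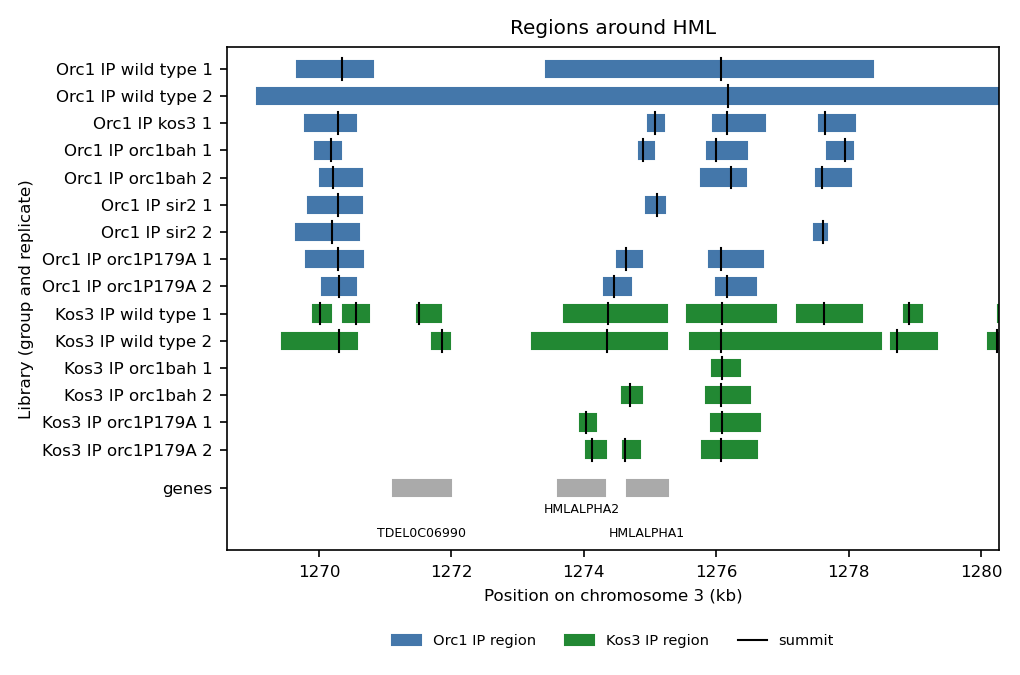
Regions of the 15 lists around HML on chromosome 3 (horizontal axis, kb), with summits as black lines and genes in grey. The site at the wild-type summit of 1276075 has a region in each list except the 2 sir2 lists, and the regions are shorter in the mutants than in wild type.

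The rDNA of the assembly lies on chromosome 8 from 785310 to 808672. Within 5 kb of it, each wild-type Orc1 list and the kos3 list had 3 regions. In the first wild-type list these lay at 784559 to 785106 beside the first 25S gene, and at 792030 to 793836 and 800722 to 802584 around the 5S genes, with folds of 3.39, 3.0 and 3.04. The kos3 list gave folds from 2.41 to 2.77. The sir2, orc1bah and orc1P179A Orc1 lists had 0 regions there. Kos3 lists had 3 and 5 regions in wild type, with folds from 1.42 to 1.90, and 0 in orc1bah and orc1P179A.

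Gained regions numbered 176 in sir2 and 138 in orc1P179A for Orc1, and 408 in orc1P179A for Kos3. Chromosome 8 held 174, 137 and 408 of them. With a −log10 q of at least 10 in every list, the wild-type lists included, 6, 1 and 0 regions were gained. These need not be among the regions counted above, since a wild-type peak below that threshold no longer counts. Counts from 1 mutant library alone were higher, from 276 to 422 for Orc1 and 675 and 683 for Kos3. Of the 176 regions gained in sir2, 58 overlapped those gained in orc1P179A, against 34.0 expected by random placement within chromosomes (exact Poisson-binomial test, one-sided, p = 1.13e-05). Of the 408 Kos3 regions, 109 overlapped the gained Orc1 regions, against 90.7 expected (same exact test, p = 0.0174). With placement restricted to positions outside wild-type regions and the rDNA, where gained regions can lie, a setting chosen after the data were seen, 37.1 and 95.05 were expected (exact test, one-sided, p = 0.000150 and p = 0.0571), and the Kos3 overlap did not pass 0.05. It did not pass either with a −log10 q of at least 5 (12 of 122, p = 0.274) or with summits within 200 bp (20 of 295, p = 0.0946), and its exact p ranged from 0.000420 to 0.274 over the alternatives. Summits of the 253 merged Orc1 regions gained in either mutant lay outside genes in 43 cases, 17.0%, against 75.7% of wild-type Orc1 regions (Fisher's exact test, two-sided, p = 9.42e-41).

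The strongest gained Orc1 region lay in GIM4 in both mutants. It spanned chromosome 8 at 499081 to 500614 in sir2, with folds of 4.15 and 6.49, and 499333 to 499846 in orc1P179A, with folds of 3.20 and 2.34, and the kos3 list also held a region there. The next in sir2 were at 771341 to 772664 beside GDH1, with folds of 3.16 and 2.85, and at 88283 to 89394 in TDEL0H00530, with folds of 3.15 and 2.78. In orc1P179A they were at 544894 to 545278 beside TDEL0H03270, with folds of 2.46 and 3.05, and at 383873 to 385039 in CAJ1, with folds of 2.57 and 2.87. The strongest gained Kos3 regions lay in MMS1 at 74152 to 75471, in PZF1 at 37063 to 39917 and in CEM1 at 345113 to 346421, with folds from 2.35 to 3.59. Outside chromosome 8, 2 regions were gained in sir2, in UGA3 on chromosome 3 at 334222 to 334602 and in TDEL0G03300 on chromosome 7 at 613003 to 613366. In orc1P179A 1 was gained for Orc1, on chromosome 6 at 627515 to 627919 beside CLD1, where both orc1bah libraries also had a region.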

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

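The removal of chromosome 8, the placement outside wild-type regions and the rDNA, and every setting of the covered length near chromosome ends were chosen after the data were seen; the other alternatives were planned. Of 218 values under alternatives that kept all replicates, 140 stayed on the same side of their threshold or within their spread, 58 moved, 10 became weaker, 5 became stronger and 5 reversed. Of the 140, 6 were ratios with every deposited peak counted, which are the same by construction since 0 peaks merged. A move can be small where the SD was 0. The share of wild-type Orc1 regions found in orc1P179A moved from 92.34% to 92.31% with 50% overlap. The planned 50% overlap, the joint shifts and the removal of the rDNA reversed 0 results. The overlap of gained Kos3 with gained Orc1 regions could not be computed at a −log10 q of at least 10 or without chromosome 8, since 0 Kos3 regions were left.

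Without chromosome 8, 3 ratios of region number reversed: sir2 0.926, orc1P179A 0.839 for Orc1 and orc1P179A 0.435 for Kos3. Gained regions fell to 2 in sir2 and 1 in orc1P179A for Orc1 and to 0 for Kos3. This only restates that chromosome 8 held 174, 137 and 408 of them. The overlap of gained Orc1 regions was 0%, 0 of 2, and the difference in summits outside genes between wild-type and gained regions was 41.2 points and no longer passed (Fisher's exact test, two-sided, p = 0.167, 1 of 3 gained regions; range over the alternatives 9.42e-41 to 0.362). Replicate overlap moved to 85.0% in sir2, 91.9% in orc1P179A for Orc1 and 59.8% for Kos3. Shares of wild-type regions found moved to 93.5% in sir2, 93.0% in orc1P179A for Orc1 and 40.6% for Kos3. The difference near chromosome ends in orc1P179A became stronger, −18.1 points (Fisher's exact test, two-sided, adjusted p = 0.0186, range over the alternatives 0.00156 to 0.244).

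With a −log10 q of at least 10, the ratio of region number reversed in orc1P179A, to 0.937 for Orc1 and 0.766 for Kos3, and moved to 1.05 in sir2. Gained regions fell to 6 in sir2, 1 in orc1P179A for Orc1 and 0 for Kos3. The overlap of gained Orc1 regions was 0%, 0 of 6, and the difference in summits outside genes against gained regions was 19.5 points (4 of 7 gained regions, exact test, p = 0.362), so that both became weaker on few regions. Replicate overlap moved to 93.9% in wild type, 89.7% in sir2, 96.2% in orc1bah and 93.9% in orc1P179A for Orc1, and to 81.4%, 82.5% and 23.7% in wild type, orc1bah and orc1P179A for Kos3. Shares of wild-type Orc1 regions found moved to 94.5% in sir2, 98.1% in kos3 and 94.3% in orc1P179A, and that of Kos3 regions in orc1P179A to 29.3%. Near chromosome ends, the difference was −9.21 points in sir2 and −8.95 in kos3, both weaker (exact test, adjusted p = 0.136 and 0.0615; ranges 0.000220 to 0.136 and 0.000839 to 0.0615), and −20.3 in orc1P179A, stronger (adjusted p = 0.0194). The Kos3 covered length near ends moved to a ratio of 0.0974 in orc1bah (3.57 against 36.7 kb, mean fold by length within the groups' own lists 3.75 and 8.66) and 0.0687 in orc1P179A (2.52 against 36.7 kb, mean fold 3.62 and 8.66). For these shares and differences the cause was not tested.

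With a −log10 q of at least 5, gained regions numbered 51 in sir2 and 39 in orc1P179A for Orc1 and 122 for Kos3. The overlap of gained Kos3 with gained Orc1 regions was 9.84%, weaker (exact test, one-sided, p = 0.274, range 0.000420 to 0.274). The difference near ends in sir2 was −12.0 points, weaker (exact test, adjusted p = 0.0697). Shares found were 93.8% in sir2, 91.4% in orc1bah and 92.7% in orc1P179A for Orc1, and 43.0% in orc1bah and 39.5% in orc1P179A for Kos3. Replicate overlap was 89.1% in wild type and 71.1% in orc1P179A for Orc1, and 47.8% in orc1P179A for Kos3. The ratio of Kos3 covered length in orc1P179A was 0.115 (4.97 against 43.4 kb, mean fold 2.95 and 7.68). The cause was not tested.

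With gained regions placed outside wild-type regions and the rDNA, the overlap of gained Kos3 with gained Orc1 regions, 26.7%, became weaker (95.05 regions expected, exact test, one-sided, p = 0.0571). Positions closed to gained regions raise the expected overlap by construction.

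With chromosome 8 included and no further threshold, the ratio of Kos3 covered length near ends in orc1P179A was 0.422 (24.0 against 56.9 kb, mean fold 2.39 and 6.74). With ends taken as 40 kb on all regions, the difference near ends in orc1P179A was −12.5 points, stronger (exact test, adjusted p = 0.0284). The cause was not tested.

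With summits within 200 bp, replicate overlap was 75.0% in wild type, 52.7% in sir2, 85.9% in orc1bah and 56.1% in orc1P179A for Orc1, and 46.6% in wild type and 42.8% in orc1P179A for Kos3. Shares found were 90.6% in sir2 and 91.0% in orc1P179A for Orc1, and 29.8% in orc1bah and 37.5% in orc1P179A for Kos3. The difference near ends in orc1P179A was −28.1 points, stronger (exact test, adjusted p = 0.00156), and the overlap of gained Kos3 with gained Orc1 regions was 6.78%, weaker (exact test, p = 0.0946). With 50% of the shorter region covered, replicate overlap was 58.9% in sir2, 60.4% in orc1P179A for Orc1 and 62.4% for Kos3, and the share of Orc1 regions found in orc1P179A was 92.3%. A stricter definition of shared regions lowers overlap by construction; for the other values the cause was not tested.

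With the same number of regions from each library, shares found were 89.7% in sir2, 92.4% in orc1bah and 88.2% in orc1P179A for Orc1, and 67.3% in orc1bah (26 regions) and 21.2% in orc1P179A (59 regions) for Kos3. The overlap of wild-type Kos3 with Orc1 regions fell to 59.3%, 35 of 59, from 90.3%, and still passed its exact test; Orc1 lists reduced to the number of the shortest list leave fewer regions to overlap. The difference near ends in orc1P179A was −27.4 points, stronger (exact test, adjusted p = 0.00183). The cause was not tested.

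Taking the replicate numbers as a block, with ratios formed within each number, gave ratios of region number of 2.17 for sir2, 0.997 for kos3, 0.873 for orc1bah and 1.96 for orc1P179A for Orc1, and 0.363 and 6.49 for Kos3. The data give little sign of pairing by number: lists of different groups shared 75.4% of regions outside chromosome 8 at the same number and 74.9% at different numbers.

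The fits that each left out 1 replicate gave these ranges. Ratios of region number for Orc1 were 2.14 to 2.21 in sir2, 0.971 to 0.997 in kos3, 0.852 to 0.895 in orc1bah and 1.74 to 2.20 in orc1P179A; for Kos3 they were 0.295 to 0.446 in orc1bah and 6.10 to 6.91 in orc1P179A. Shares of Orc1 regions found were 72.9% to 93.2% in sir2, 75.6% to 79.7% in kos3, 69.2% to 90.6% in orc1bah and 72.2% to 92.3% in orc1P179A. Those of Kos3 regions were 18.9% to 37.1% in orc1bah and 25.6% to 45.2% in orc1P179A, lowest without wild-type replicate 1. A single wild-type list holds 300 or 308 Orc1 regions, of which 272 and 243 overlapped the other list. These gave the 235 regions found in both, which span the linked regions. The first and second single Orc1 lists held 51 and 77 regions near chromosome ends, against 26 linked ones. Of these, 23.4% to 49.0% were found in every library of a mutant group, against 69.2% to 80.8% of the linked ones. Elsewhere it was 78.3% to 91.3%, against 89.95% to 97.1%. How much of the lower shares came from the linking was not tested. Differences near ends were −60.6 to −37.2 points in sir2, −62.8 to −39.3 in kos3, −58.9 to −35.6 in orc1bah and −51.9 to −29.3 in orc1P179A. The overlap of Kos3 with Orc1 regions was 61.9% to 91.6%, and the difference in shares near ends between the proteins 36.3 to 39.2 points. Differences in summits outside genes were 50.1 to 53.0 points against random positions and 52.9 to 56.7 against gained regions. Gained regions numbered 177 to 422 in sir2 and 139 to 418 in orc1P179A for Orc1 and 408 to 683 for Kos3, highest without 1 mutant replicate. Their overlaps were 32.4% to 42.7% for both Orc1 sets and 26.7% to 41.5% for Kos3. Ratios of covered length near ends were 0.167 to 0.392 in sir2, 0.216 to 0.507 in kos3, 0.176 to 0.414 in orc1bah and 0.202 to 0.473 in orc1P179A for Orc1, higher without wild-type replicate 2, and 0.131 to 0.213 and 0.176 to 0.219 for Kos3.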

Other observations

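The tests in this part were chosen only after the result was seen, apart from the share of gained summits outside genes, which was planned, and each explanation left open is a hypothesis.

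The excess of regions on chromosome 8 was found in 6 lists from 2 genotypes and both immunoprecipitations, which argues against a single mislabelled library. Fewer chromosome 8 reads in an input library would give the excess in every list called against it, but other Orc1 lists with the same inputs held at most 35 regions there. A deeper or more sensitive library would gain regions on other chromosomes too, and these Orc1 lists held at most 252 there, against 266 and 274 in wild type. New Orc1 sites of the wild-type kind would lie outside genes, and 17.0% of the gained summits did, against 20.7% of bases. An extra copy of chromosome 8 left of the rDNA may account for the excess. Of the wild-type Orc1 sites of chromosome 8, at least 76.5% had a fold above the median of other chromosomes in the same list in each of the 4 Orc1 lists with the excess, and at most 47.4% in the other 5. Whether such an extra copy also holds the part right of the rDNA stays open. The orc1P179A Kos3 lists held 7 and 8 regions there, fewer than any of 31 windows of that length left of the rDNA, but the orc1bah lists, with 3 each, also had fewer there than wild type. The Orc1 lists with the excess held 8 to 11, within the range of their windows. Signal added evenly along chromosome 8 by bound protein would also give regions in every window, of which the fewest were 10 in 50 kb. It would raise weak and strong sites by the same amount, and chromosome 8 regions had median folds of at most 2.35 in these lists. At wild-type Orc1 sites, the ratio of the median fold on chromosome 8 to that on other chromosomes was 1.94 and 1.98 in sir2. In orc1P179A it was 1.55 and 1.5, with medians of 12.7 against 8.44 in the second list. The other 5 Orc1 lists gave 0.786 to 0.99. These values argue against evenly added signal in the 4 Orc1 lists with the excess. The Kos3 lists were not compared in this way, and no copy number was measured. The orc1bah lists had no excess, with 23 and 24 Orc1 regions on chromosome 8. There, 40% and 37.5% of its sites had a fold above the median of other chromosomes, which argues against an effect shared by both orc1 alleles. Effects of Sir2 or of the P179A change alone stay open, as untested.

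No region lay over the rDNA in the sir2, orc1bah and orc1P179A Orc1 lists. Lists called against each input held 3 regions there, which argues against the input library. The excess on chromosome 8 was not needed, since the orc1bah Orc1 lists had none, with at most 8.88% of their regions on that chromosome. Another number of rDNA repeats in these strains than in the input strain could give the same pattern and cannot be told apart from a loss of binding: the Kos3 lists of orc1bah and orc1P179A also held 0 regions there, and repeat numbers were not analysed here. A weaker immunoprecipitation or less sensitive peak call in sir2 would lower coverage far from chromosome ends. But on chromosomes 1 to 7 the sir2 lists covered at least 163 kb there, against 157 and 151 kb in wild type. In orc1bah and orc1P179A such a weaker immunoprecipitation cannot be told apart from a loss of binding. Of 54 wild-type regions with a lower −log10 q than the rDNA regions, on other chromosomes and more than 40 kb from ends, the share found in every library of the group was 88.9% in sir2, 77.8% in orc1bah and 81.5% in orc1P179A, against 90.7% in the single kos3 library, which kept the rDNA regions. The share depended on the regions compared, and 3 sets were tried after the result was seen. Among the 37 regions with a −log10 q of at least 10 it was 100% in sir2, 91.9% in orc1bah and 94.6% in orc1P179A, and among the 7 regions with no higher fold than the rDNA regions 85.7%, 57.1% and 71.4%. A role of Sir2 and the BAH domain stays open, as untested.

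The wild-type Orc1 list of the Kos3-V5 strain covered 121 kb near chromosome ends, against 51.7 kb in the other wild-type list. A more sensitive library would also cover more of the chromosome interiors, but it covered 151 kb there, against 157 kb. An effect of the other input library cannot be told apart from a strain difference: the other Orc1 lists called against it covered at most 27.4 kb near the ends, but these were all from orc1 mutants. A difference between the strains, the Kos3-V5 tag among them, may be involved and was not tested, since each strain had 1 Orc1 list.

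Kos3 coverage near chromosome ends was narrower in the orc1 mutants. Reads taken up by chromosome 8 would spare the orc1bah lists, which covered at most 10.6 kb against 44.4 and 55.2 kb in wild type. This argues against that explanation in orc1bah only. In the orc1P179A Kos3 lists, 94.9% and 93.5% of the regions lay on chromosome 8, and there it stays open. A weaker Kos3 immunoprecipitation could also narrow the regions, and it cannot be told apart from a loss of Kos3 binding. The Kos3 region on chromosome 4 at 832971, which had no Orc1 region, was found in all 4 mutant lists, while 4 of 18 stronger regions were missing from at least 1, but 1 such site is too few to decide. The other Kos3 region in no Orc1 list, on chromosome 6 at 369701, was found in 3 of the 4. More than 100 kb from ends, Kos3 covered 4.07 and 4.82 kb in wild type, 2.79 and 3.98 kb in orc1bah and 1.39 and 1.94 kb in orc1P179A. In orc1bah these included 3 and 2 regions in the ORC1 gene, so this does not decide it either. A role of the BAH domain stays open, as untested.

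A pair of adjacent genes of 400 and 1338 bp recurs at 3 places, beside SLA2 on chromosome 3, near SIR1 on chromosome 5 and beside a tRNA gene on chromosome 7, and each place had Orc1 and Kos3 regions in both wild-type lists of each protein. Reads shared between near-identical copies could place the same signal at all 3 places. This cannot be told apart from binding at each, since sequences were not analysed here. No biological explanation was tested.

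Regions lay in the ORC1 gene itself in all 4 lists of the orc1bah strain, with either antibody, and in 0 of 3 lists of the Kos3-V5 wild-type strain. Extra copies of ORC1 sequence in that strain may explain this, since the regions followed the strain and not the antibody in 4 of 4 lists. Regions in ORC1 were also found in the first wild-type Orc1 list and the kos3 list, and whether ORC1 alleles differ among these strains was not analysed here. No biological explanation was tested.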
